A study of Mus musculus with 12 samples. Its data were reported in "A CSF-1R-blocking antibody/IL-10 fusion protein increases anti-tumor immunity by effectuating tumor-resident CD8+ T cells" (2023).

How the data were processed

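RNA was measured by sequencing in 12 tumour libraries, 3 from each of 4 treatment groups. Per the labels, MTC-Q1 oral cancer cells were injected into the mouth of C57BL/6 mice, and treatment started at a tumour volume of 100 mm3. The labels state the number of doses in different ways, as 4 in the series design and as 6 in the treatment protocol. Groups were taken from the treatment named for each sample: control IgG (Ctrl-IgG), an antibody against the receptor CSF1R (aCSF1R), interleukin-10 fused to an antibody Fc part (IL-10-Fc), and the fusion of interleukin-10 with the CSF1R antibody (BF10). Replicate numbers were given in sample order and name libraries only.

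The authors prepared stranded mRNA libraries, sequenced them on an Illumina NextSeq instrument and aligned the reads to mouse GRCm38. The aligner and the program that assigned reads to genes were not stated. The authors deposited FPKM values (fragments divided by transcript length and by the fragments of the library) for 55401 genes in each library, rounded to 2 decimals. The FPKM sums per library differed, which does not show whether the values were scaled between libraries. The authors also deposited tables of 4 comparisons made with DESeq2, a count model, which hold a log2 fold change with its standard error, a Wald score, a p-value and an adjusted p-value per gene. The version, the design formula and the samples entered in these deposited tables were not stated. The mean normalized counts in those tables were not analysed here beyond the values of named genes. Because the per-library values are FPKM and not counts, no count model was fitted here.

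Gene positions came from the GENCODE M21 annotation of GRCm38, which held 55141 (99.5%) of the gene identifiers. A symbol was shared by 217 genes, which were kept apart by identifier. No pair of libraries held identical values (0 pairs). Genes entered the tests with at least 1 FPKM in at least 3 libraries, which left 15813 genes. Values were transformed to log2(FPKM + 1), so a fold change is on that scale and understates the change of low genes. limma 3.58.1 (lmFit, contrasts.fit and eBayes with an intensity trend) in R 4.3.3 fitted all 12 libraries in one model without covariates, and p-values were adjusted by Benjamini-Hochberg over the 15813 genes. A gene was called at an adjusted p under 0.05 and a fold change of at least 1.5 in either direction. The contrasts were each treatment against Ctrl-IgG, BF10 against IL-10-Fc, BF10 against aCSF1R, and BF10 minus IL-10-Fc minus aCSF1R plus Ctrl-IgG, which asks whether BF10 departed from the sum of its components on the log2 scale.

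The expanded immune score was the mean log2(FPKM + 1) over the 16 signature genes named in the methods of the study. A longer form of the signature that the study also gives adds H2-Ea and H2-T23, and was used as an alternative. It was compared by two-sided exact permutation tests, of the F statistic over all 369600 assignments of the libraries to the groups, and of the difference of means over the 20 assignments of each pair of groups. A comparison of 3 libraries with 3 cannot give a p under 0.1. Further lists covered the responses to interferon alpha and to interferon gamma, the inflammatory response, complement, CD8 T cells, T cell exhaustion, regulatory T cells, tumour-associated macrophages, monocytes, neutrophils, NK cells, and B and plasma cells. With the expanded immune list these made 13 lists, which were tested with camera at a preset correlation between genes of 0.01 and adjusted by Benjamini-Hochberg over 65 tests. Lists of skeletal muscle, keratinocyte, fibroblast, endothelial, adipocyte, salivary gland, erythrocyte, proliferation and granzyme cluster genes were written at the same time and used for description. The 13 lists share genes: Cxcl10, Ciita and Ido1 belong to the expanded immune and the interferon gamma lists, for example.

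Named genes followed a rule: the genes of the treatment targets and of the lists that the study named as raised by IL-10-Fc and BF10 or lowered by aCSF1R, and, for each pair of groups, the 3 largest rises and 3 largest falls among called genes whose groups did not overlap and whose higher group had a mean of at least 5 FPKM, without predicted genes, immunoglobulin or T cell receptor segments. Members of a tested list could also be named. The groups, the tests, this rule, the lists and most alternatives were fixed before the data were examined. The tested lists covered subjects that the study had reported on, in part from these libraries, so their choice was not independent of its findings. Genes named outside the rule are said to be so.

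FPKM values carry no counts, so the precision of single values is unknown. The smallest steps between low values of genes shorter than 500 bases gave the relative depth of the libraries, which ranged 1.49-fold, from 0.945 to 1.41 with Ctrl-IgG replicate 1 set to 1. An absolute scale fitted to the same steps gave 16600000 to 24800000 assigned fragments per library. Whole reads were recovered poorly at that scale, with a mean cosine of 0.181 where 1 would mean that every value is a whole number of reads, so the scale is an estimate and no count test was run on it.

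The fitting code was tested on simulated data, with 200 of the 15813 genes changed in BF10. It called 158 (79%) of them in each BF10 comparison, with 8 to 13 false calls. In the contrast for departure from the sum it called 115 (57.5%), with 9 false calls. It called 0 genes in the contrasts without a change. These shares hold for the simulated changes and give no rate for changes near the fold limit. The false calls do not carry over to the real libraries either. There, a split of the IL-10-Fc and BF10 libraries across the treatment labels called 8982 genes. Alternatives covered the pseudocount, filters on low values, rescaling to TPM, median-of-ratios size factors, quantile normalization, a fit of the compared groups only, robust eBayes, a term for the first number in the sample titles (codes up to 4 against codes from 5), other thresholds, the authors' deposited tables, other list tests, leaving out each signature gene and leaving out each library. The fits without genes of chromosomes X and Y, and with the log2 FPKM sum of the library as a covariate, and the signature with H2-Ea and H2-T23, were added after the data were seen. The tests planned for raw counts were not run because the values used here were FPKM. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps.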

Results

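RNA was sequenced from samples labelled as orthotopic oral tumours of mice treated with control IgG (Ctrl-IgG), an anti-CSF1R antibody (aCSF1R), IL-10-Fc or BF10, with 3 libraries per group. CSF1R is the receptor of the macrophage growth factor CSF1, and BF10 joins interleukin-10 to an antibody against this receptor. The design asks what BF10 changes in the tumour and whether its components do the same alone. The FPKM sum was 701275, 819001 and 680244 in Ctrl-IgG replicates 1 to 3 and 687532, 657090 and 695148 in aCSF1R replicates 1 to 3. It was 951051, 976950 and 655855 in IL-10-Fc and 855961, 637596 and 671528 in BF10. The 4 libraries with the highest sums, Ctrl-IgG replicate 2, IL-10-Fc replicates 1 and 2 and BF10 replicate 1, also had the highest mitochondrial share, from 6.57% to 9.04% of the sum against 2.99% to 3.61% in the other 8. Relative depth ranged 1.49-fold, with 0.945 in Ctrl-IgG replicate 2 and 1.41 in BF10 replicate 2.

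The 12 libraries fell into the Ctrl-IgG and aCSF1R libraries on one side and the IL-10-Fc and BF10 libraries on the other, and genes that separate these sides were examined after the values were seen. Xist, a transcript of the inactive X chromosome of female cells (ENSMUSG00000086503, GRCm38 chromosome X, 103460366 to 103483254), was at most 0.04 FPKM in the 6 Ctrl-IgG and aCSF1R libraries and 17.1 to 30.7 FPKM in the 6 IL-10-Fc and BF10 libraries. Eif2s3y (chromosome Y, 1010543 to 1028847) was 4.23 to 11.3 FPKM in the former. It was listed at 0 in IL-10-Fc and was 0.05, 0 and 3.29 FPKM in BF10 replicates 1 to 3. The MHC class II gene H2-Ea (ENSMUSG00000036322, chromosome 17, 34341959 to 34344645) was at most 0.27 FPKM in the Ctrl-IgG and aCSF1R libraries and at least 552.8 FPKM in the others, whereas its neighbour H2-Aa was at least 104 FPKM in every library. The treatment groups compared across these sides therefore differed in sex-linked and MHC class II transcripts as well as in treatment. The comparisons of aCSF1R with Ctrl-IgG and of BF10 with IL-10-Fc stay free of a difference of this kind as far as these genes show. The exception is the Y-linked transcripts in BF10 replicate 3. In the departure of BF10 from the sum of its components, a constant difference between the sides cancels. An antibody effect that depends on the side does not cancel and cannot be told apart from such a departure.

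**Figure D1:**
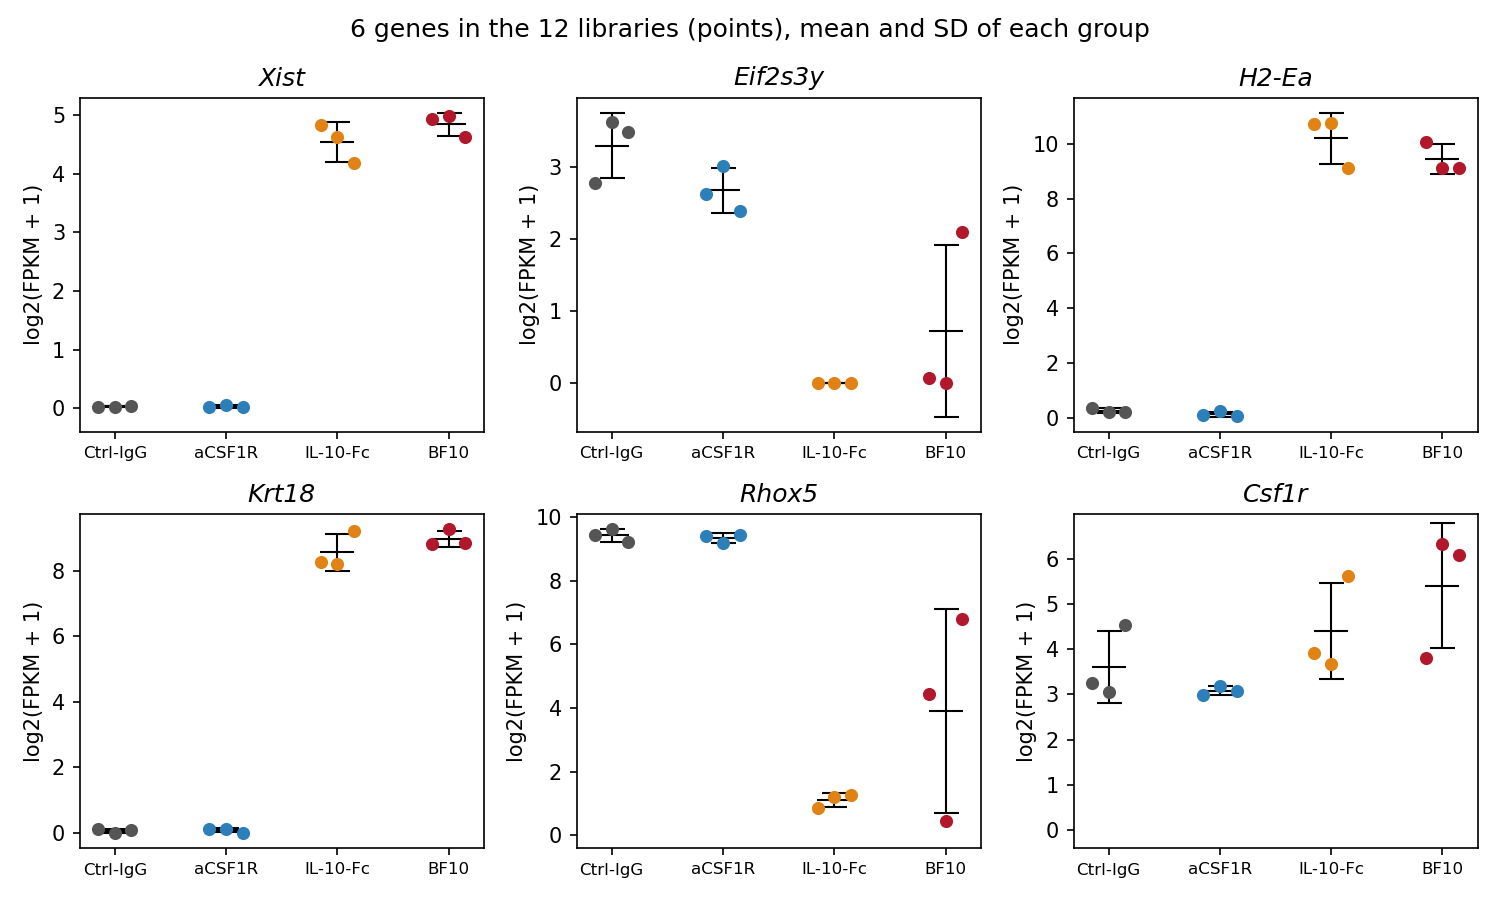
Log2(FPKM + 1) of 6 genes (vertical axes) in the 12 libraries (points), by treatment group, with the mean and SD of 3 libraries. Xist, H2-Ea and Krt18 were near 0 in Ctrl-IgG and aCSF1R and high in IL-10-Fc and BF10, Rhox5 ran the other way, and BF10 replicate 3 held Eif2s3y at 3.29 FPKM.

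Across the tested genes, the correlation between Ctrl-IgG and aCSF1R libraries lay between 0.897 and 0.986 (Pearson's r of log2(FPKM + 1), across genes, which are not independent replicates). Between IL-10-Fc and BF10 libraries it lay between 0.855 and 0.981, and across the sides between 0.746 and 0.876. Among pairs of libraries with FPKM sums within 10% of each other, the highest value across the sides was 0.876 (16 pairs) and the lowest within a side 0.947 (14 pairs).

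**Figure D2:**
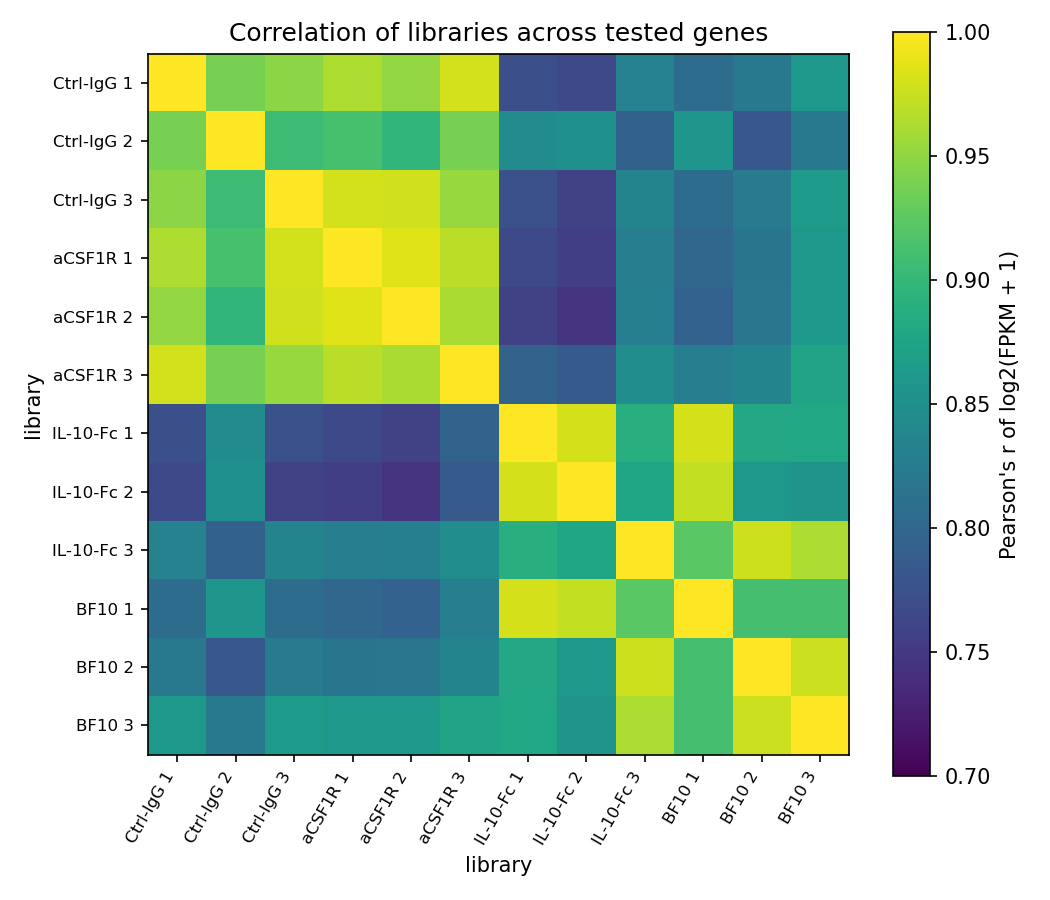
Pearson's r of log2(FPKM + 1) across the tested genes for each pair of the 12 libraries, which are on both axes (colour scale from 0.70 to 1). The 6 Ctrl-IgG and aCSF1R libraries form one block and the 6 IL-10-Fc and BF10 libraries another, with r of at most 0.876 between the blocks.

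The comparison of BF10 with Ctrl-IgG asks for the effect of the fusion protein. It crosses the sides described above, so its differences cannot be assigned to treatment. limma called 3941 of 15813 genes, 1859 higher and 2082 lower in BF10. The count was 2135 among the 10289 genes with a mean of at least 5 FPKM, the alternative that moved it most as a ratio, and 6901 with the log2 FPKM sum of the library as a covariate, which moved it most as a difference. It fell to 2603 without BF10 replicate 2. The groups did not overlap in 38.4% of the tested genes, where chance gives 10%. The median log2 change of all tested genes was -0.12, and -0.08 with median-of-ratios size factors. The largest rises under the rule were H2-Ea (log2 fold change 9.20, SE 0.41, limma adjusted p 5.78e-07), Krt18 (ENSMUSG00000023043, chromosome 15, 102028180 to 102032027) and Krt8 (ENSMUSG00000049382, chromosome 15, 101996698 to 102004482). Krt18 was 0.0467 ± 0.0451 FPKM in Ctrl-IgG and 509.6 ± 90.7 FPKM in BF10 (SD, n = 3 each), a log2 fold change of 8.92 (SE 0.27). The keratin Krt8 rose by 8.64 (SE 0.40). The largest falls were Shisal2b (ENSMUSG00000042655, chromosome 13, 104845283 to 104863893), with a log2 fold change of -6.25 (SE 1.31), Prl2c2 (ENSMUSG00000079092, chromosome 13, 12996125 to 13005383), with -5.93 (SE 1.32), and Rhox5 (ENSMUSG00000095180, chromosome X, 37804842 to 37808876), with -5.53 (SE 1.14). Prl2c2 is one of a family of near-identical genes, so its value is uncertain, and it was not called in the fit of these groups alone. These 3 genes varied within BF10: Rhox5 was 20.6, 0.37 and 111 FPKM in replicates 1 to 3, against 597 to 791 FPKM in Ctrl-IgG. In the authors' deposited table the same thresholds gave 5067 genes, 2831 higher and 2236 lower, of which 3174 were also called here, all 3174 in the same direction.

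IL-10-Fc against Ctrl-IgG asks for the effect of the cytokine component. It also crosses the sides described above, so its differences cannot be assigned to the cytokine. limma called 5326 genes, 1597 (30.0%) higher and 3729 lower, and the median log2 change of all tested genes was -0.39. With median-of-ratios size factors, which brought this median to -0.0035, 5213 genes were called and 48.6% were higher (2534 against 2679 lower), and quantile normalization gave 5378 genes with 45.8% higher. Without IL-10-Fc replicate 3, 8042 genes were called, and the fit of these groups alone called 2734. The groups did not overlap in 37.3% of tested genes, where chance gives 10%. The largest falls were again Shisal2b (log2 fold change -9.94, SE 1.31), Rhox5 (-8.32, SE 1.14) and Prl2c2 (-7.49, SE 1.32). The largest rises were H2-Ea (9.96, SE 0.41), Rps18-ps6 (ENSMUSG00000069117, chromosome 13, 97760072 to 97760632; 9.33, SE 0.46) and Krt18 (8.50, SE 0.27). Rps18-ps6 is a processed pseudogene that can share reads with its parent gene, so its value is uncertain. The authors' deposited table held 5296 genes at the same thresholds, 2725 higher and 2571 lower, and 3546 of them were also called here, all 3546 in the same direction.

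The log2 changes of BF10 and of IL-10-Fc against Ctrl-IgG correlated at r 0.899 across genes, and 3271 genes were called in both, all 3271 in the same direction. Sharing the Ctrl-IgG libraries alone gave a median r of 0.557 and a highest r of 0.960 in 100 simulations of unchanged groups, with 0 genes called in both. The changes of BF10 against aCSF1R and of IL-10-Fc against Ctrl-IgG, which share no library, correlated at r 0.904. With aCSF1R against Ctrl-IgG, the r was 0.139 for BF10 and -0.0537 for IL-10-Fc, both under the simulated median. All of these values cross the sides described above, except for the effect of aCSF1R.

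aCSF1R against Ctrl-IgG measures the antibody component. limma called 0 genes, while 437 genes had an unadjusted p under 0.05. The latter number was 1048 without Ctrl-IgG replicate 3, 239 without Ctrl-IgG replicate 2, 273 without aCSF1R replicate 1 and 218 without aCSF1R replicate 2. The groups did not overlap in 14.9% of tested genes, where chance gives 10%. Csf1r (ENSMUSG00000024621, chromosome 18, 61100598 to 61132149) was 12.7 ± 8.20 FPKM in Ctrl-IgG and 7.49 ± 0.618 FPKM in aCSF1R (SD, n = 3 each), a log2 fold change of -0.53 (SE 0.69, limma adjusted p 0.959). Ctrl-IgG replicate 3 held Csf1r at 22.1 FPKM against 8.56 and 7.33 FPKM in replicates 1 and 2, and without it the log2 fold change was -0.07. It was -0.81 without Ctrl-IgG replicate 2. The study named Clec4a, Clec4b1, Dpep2, Slamf9 and Lilra5 as lowered by this antibody and not by IL-10-Fc or BF10, with Clec4a taken here as Clec4a2. Lilra5 was under the filter on low values. Of the other 4 genes, 0 were called over all genes and 4 when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. The median log2 change of the 4 genes was -1.64 in aCSF1R, 0.14 in IL-10-Fc and -0.26 in BF10, each against Ctrl-IgG. Over all genes, 1 of the 4 was called in IL-10-Fc, as lower, and 0 in BF10. Clec4b1 had log2 fold changes of -1.41 in aCSF1R, -1.25 in IL-10-Fc and -1.04 in BF10. Clec4a2 (ENSMUSG00000030148, chromosome 6, 123106428 to 123143999) was 39.5 ± 24.5 FPKM in Ctrl-IgG and 7.67 ± 1.93 FPKM in aCSF1R (SD, n = 3 each), a log2 fold change of -2.07 (SE 0.53). In Slamf9 (ENSMUSG00000026548, chromosome 1, 172475358 to 172478575) the log2 fold change was -1.86 (SE 0.46). The authors' deposited table held 90 genes at the same thresholds, 22 higher and 68 lower, with a log2 fold change of -2.62 for Clec4a2 and -2.42 for Slamf9.

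BF10 against IL-10-Fc asks what the antibody part adds to the cytokine. limma called 2 genes, and 828 had an unadjusted p under 0.05. This number rose to 7834 without IL-10-Fc replicate 3 and to 4265 without BF10 replicate 1, and fell to 410 without IL-10-Fc replicate 1, 372 without BF10 replicate 2, 232 without IL-10-Fc replicate 2 and 217 without BF10 replicate 3. The groups did not overlap in 5.18% of tested genes, under the 10% of chance. Both called genes fall outside the naming rule and were chosen after their values were seen. Ighg3 (ENSMUSG00000076615, chromosome 12, 113356224 to 113361232), an immunoglobulin heavy chain constant gene, was 16.98, 8.51 and 11.11 FPKM in BF10 replicates 1 to 3 and at most 0.14 FPKM in the other 9 libraries. Its log2 fold change was 3.54 (SE 0.22, limma adjusted p 9.34e-05), and it was not called in the fit of these groups alone. Related heavy chain genes can share its reads. Mir1893 (ENSMUSG00000084514, chromosome 18, 6490564 to 6490646) was 3.39, 1.82 and 4.25 FPKM in IL-10-Fc and was listed at 0 in all 9 other libraries. It was not called after rescaling to TPM, in the fit of these groups alone or without BF10 replicate 3, and a microRNA gene of this length is poorly measured by mRNA libraries. Without BF10 replicate 1, 115 genes were called, and without IL-10-Fc replicate 1, BF10 replicate 2 or BF10 replicate 3 the count was 5, 9 or 1. The authors' deposited table held 63 genes, 61 higher and 2 lower in BF10, of which 1 was called here.

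BF10 against aCSF1R asks what the cytokine part adds to the antibody. This comparison crosses the sides too, so its differences cannot be assigned to the cytokine part. limma called 3955 genes, 1743 higher and 2212 lower in BF10, with a median log2 change of -0.21 over all tested genes, or -0.05 with median-of-ratios size factors. The groups did not overlap in 55.7% of tested genes, where chance gives 10%. The count fell to 2494 without aCSF1R replicate 1 and to 2619 without BF10 replicate 2. The largest rises and falls were H2-Ea (log2 fold change 9.32, SE 0.41), Krt18 (8.91, SE 0.27), Krt8 (8.71, SE 0.40), Shisal2b (-5.69, SE 1.31), Rhox5 (-5.44, SE 1.14) and Prl2c2 (-4.85, SE 1.32). Prl2c2 was not called without any one aCSF1R library or in the fit of these groups alone. Csf1r was higher in BF10, at 53.0 ± 35.1 FPKM (SD, n = 3), with a log2 fold change of 2.33 (SE 0.69, limma adjusted p 0.0311). It was not called when BF10 replicate 2, BF10 replicate 3 or any one aCSF1R library was left out (log2 fold change 1.87 to 2.38), nor after rescaling to TPM or among all genes above 0. Within BF10 and IL-10-Fc, Csf1r was 13.1, 14.1 and 11.7 FPKM in the 3 libraries with high FPKM sums and 79.11, 66.96 and 48.55 FPKM in the other 3.

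The contrast for departure from the sum of the components called 1 gene, Ighg3 (log2 departure 3.46, SE 0.31, limma adjusted p 0.00422), and 412 genes had an unadjusted p under 0.05. At that limit there were 2383 genes without IL-10-Fc replicate 3 and 950 without BF10 replicate 1, and 263, 262 and 246 without aCSF1R replicate 2, IL-10-Fc replicate 2 and BF10 replicate 3. Ighg3 was not called with a pseudocount of 0.1 or after quantile normalization. Without BF10 replicate 1, 28 genes were called, without BF10 replicate 2, 3, and without IL-10-Fc replicate 2, 2. This contrast compares BF10 with IL-10-Fc on one side and aCSF1R with Ctrl-IgG on the other. An antibody effect that differs between the sides would look the same as a departure from the sum.

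With the log2 FPKM sum of the library as a covariate, limma called 6901 genes between BF10 and Ctrl-IgG, 7144 between IL-10-Fc and Ctrl-IgG, 0 between aCSF1R and Ctrl-IgG (1343 at an unadjusted p under 0.05), 2 between BF10 and IL-10-Fc and 6740 between BF10 and aCSF1R. The departure from the sum had 1 called gene with this covariate and 1486 genes at an unadjusted p under 0.05, against 412 without it. With a term for the first number in the sample titles the same counts were 4726, 6722, 0 (642 at an unadjusted p under 0.05), 2 and 5518. Comparisons within the libraries of high FPKM sum alone were not run, since these held only 1 Ctrl-IgG, 2 IL-10-Fc, 1 BF10 and 0 aCSF1R libraries.

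The 7 genes that the study named as raised by IL-10-Fc and BF10 but not by aCSF1R were Wnt7a, Mmp9, Stfa2, C1s2, Elane, Apol11a and H2-DMb2, with the printed name Apo11a taken here as Apol11a. All 7 were called higher in BF10 than in Ctrl-IgG, over all genes and adjusted over the list alone. In IL-10-Fc, 6 were called over all genes and 7 adjusted over the list alone, and in aCSF1R 0 by either. The list was chosen on these samples and is not independent evidence. Comparisons of IL-10-Fc or BF10 with Ctrl-IgG or aCSF1R also cross the sides described above. A gene that differs between the sides would be higher in both IL-10-Fc and BF10 without any treatment effect. Mmp9 (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850) was 2.57 ± 0.624 FPKM in Ctrl-IgG, 6.14 ± 1.79 in aCSF1R, 115 ± 91.8 in IL-10-Fc and 173 ± 124 in BF10 (SD, n = 3 each). Wnt7a was listed at 0 in all 6 Ctrl-IgG and aCSF1R libraries and was 1.27 to 4.89 FPKM in the other 6. Elane was not called in BF10 without any one Ctrl-IgG or aCSF1R library, without BF10 replicate 2 or 3, among all genes above 0 or in the fit of these groups alone. Whether IL-10-Fc or BF10 differed from aCSF1R in these genes was tested for BF10 only, where all 7 were called. Of the other treatment targets, which were Il10, Il10ra, Il10rb, Csf1, Il34 and Socs3, Il34 was called in BF10 (log2 fold change 1.38, SE 0.37) and IL-10-Fc (1.22, SE 0.37) against Ctrl-IgG. Both calls were lost after rescaling to TPM and without Ctrl-IgG replicate 2 (1.01 and 0.85). The call in BF10 was also lost without BF10 replicate 2 (1.30) or 3 (1.32), and that in IL-10-Fc without IL-10-Fc replicate 3 (0.86), among all genes above 0 and in the fit of these groups alone.

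The expanded immune score was 3.31 ± 0.063 in Ctrl-IgG, 3.57 ± 0.18 in aCSF1R, 2.91 ± 0.27 in IL-10-Fc and 3.69 ± 0.24 in BF10 (mean log2(FPKM + 1), SD, n = 3 each). The groups differed (F 8.70, exact permutation p = 0.00312). With median-of-ratios size factors they did not (exact permutation p = 0.222). BF10 exceeded IL-10-Fc by 0.79, Ctrl-IgG by 0.38 and aCSF1R by 0.12. aCSF1R exceeded Ctrl-IgG by 0.25, and IL-10-Fc minus Ctrl-IgG was -0.41. Each of these differences had a two-sided exact permutation p of 0.1, the smallest that 3 against 3 can give, except BF10 minus aCSF1R with 0.6. Over these 5 comparisons none could reach significance. With median-of-ratios size factors BF10 exceeded IL-10-Fc by 0.42, Ctrl-IgG by 0.41 and aCSF1R by 0.27, aCSF1R exceeded Ctrl-IgG by 0.14 and IL-10-Fc minus Ctrl-IgG was -0.013, with exact permutation p from 0.1 to 1. BF10 replicate 3 had the highest score, 3.97, and without it BF10 minus Ctrl-IgG was 0.24 and BF10 minus aCSF1R reversed to -0.016. BF10 minus aCSF1R was 0.025 without aCSF1R replicate 3 and 0.19 to 0.20 without aCSF1R replicate 2, BF10 replicate 1 or BF10 replicate 2. It also reversed without the gene Ciita (-0.028) or Cxcl13 (-0.13). With H2-Ea and H2-T23 added to the signature, BF10 exceeded Ctrl-IgG by 0.99, aCSF1R by 0.75 and IL-10-Fc by 0.70 (exact permutation p of 0.1 each), and IL-10-Fc minus Ctrl-IgG reversed to 0.29 (exact permutation p of 0.2). H2-Ea is the gene given above that was high in every IL-10-Fc and BF10 library and near 0 in the others. With both genes, camera also called the expanded immune list between BF10 and Ctrl-IgG (median log2 change 0.69, adjusted p 0.0287, 13 of 18 genes higher). Ctrl-IgG and aCSF1R lie on one side of the split in sex-linked genes and IL-10-Fc and BF10 on the other, and the differences within a side were 0.25 and 0.79, or 0.14 and 0.42 with the size factors. Of the 16 genes, 7 were called over all genes and 9 adjusted over the list alone between BF10 and Ctrl-IgG, 7 and 8 between IL-10-Fc and Ctrl-IgG, 0 and 0 between aCSF1R and Ctrl-IgG, 0 and 5 between BF10 and IL-10-Fc, and 6 and 7 between BF10 and aCSF1R. The called genes went both ways. In the same order, 4 and 6 were higher in BF10 than in Ctrl-IgG, and 2 and 3 in IL-10-Fc than in Ctrl-IgG. In BF10, 0 and 5 were higher than in IL-10-Fc, and 3 and 3 higher than in aCSF1R.

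**Figure D3:**
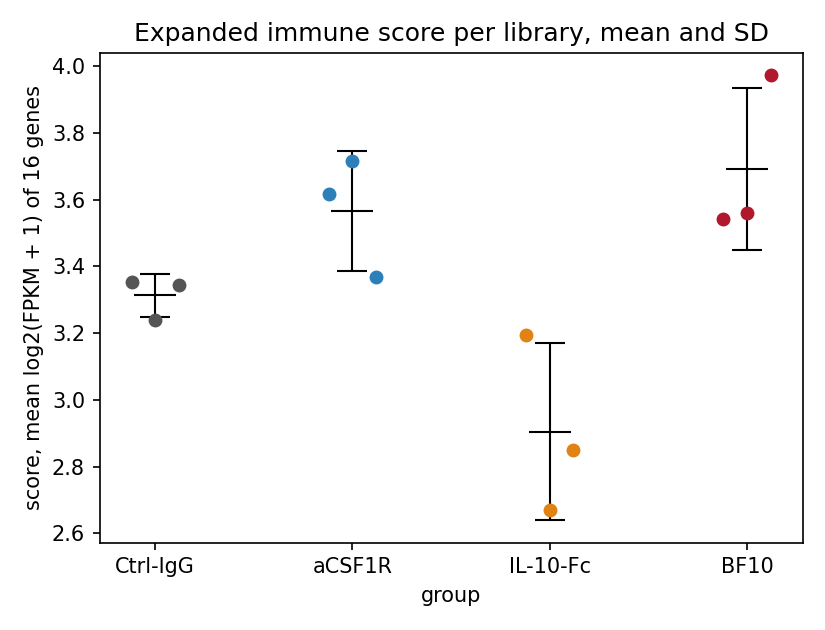
Expanded immune score (mean log2(FPKM + 1) of 16 genes, vertical axis, which does not start at 0) of each library (points) by treatment group, with the mean and SD of 3 libraries. IL-10-Fc had the lowest mean, 2.91, and BF10 the highest, 3.69, with BF10 replicate 3 at 3.97.

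Of the 13 lists, camera called 6 between BF10 and Ctrl-IgG and 5 in each of the other 4 comparisons (Benjamini-Hochberg over 65 tests). fry held 17 of these 26 calls, and an estimated correlation between genes held 0, with a lowest adjusted p of 0.148. BF10 against Ctrl-IgG, IL-10-Fc against Ctrl-IgG and BF10 against aCSF1R cross the sides described above. The list changes in those comparisons therefore cannot be assigned to treatment. In BF10 against Ctrl-IgG the neutrophil list rose (median log2 change 2.80, 17 of 17 genes higher, camera adjusted p 1.76e-07), as did complement (1.13, 16 of 17), tumour-associated macrophages (0.97, 16 of 18) and B and plasma cells (3.80, 6 of 7). The interferon alpha list fell (-1.43, 0 of 20 genes higher, camera adjusted p 2.41e-07), as did NK cells (-0.89, 0 of 12), whose call fry did not hold. In IL-10-Fc against Ctrl-IgG the interferon alpha list fell (-2.04) and neutrophils (3.18) and complement (1.01) rose, while rises of the inflammatory (0.35) and macrophage (0.66) lists were not held by fry. In aCSF1R against Ctrl-IgG the macrophage list fell (-0.73, 2 of 18 genes higher, camera adjusted p 2.81e-13) and the interferon gamma list rose (0.43, 19 of 20). The fall of monocytes (-0.83, 1 of 10) and the rises of the inflammatory (0.40) and neutrophil (0.55) lists were not held by fry, and 3 lists were called without aCSF1R replicate 3. In BF10 against IL-10-Fc the B and plasma cell list (2.87, 7 of 7), the CD8 T cell list (0.88, 15 of 17) and the expanded immune list (0.77, 15 of 16) rose, against a median of 0.34 for all tested genes. The calls of a lower inflammatory (-0.06) and neutrophil (-0.37) list in that comparison were not held by fry. In BF10 against aCSF1R the interferon alpha list fell (-1.48), and macrophages (1.68), neutrophils (1.79) and complement (1.27) rose. A call of higher B and plasma cells there (3.64) was not held by fry. T cell exhaustion and regulatory T cells were called in none of the 5 comparisons, with median log2 changes between -0.33 and 0.57 and between -0.43 and 0.47.

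Medians of called lists also moved by over 1.5 times, or changed sign, when 1 library was left out. Between BF10 and IL-10-Fc the inflammatory median was 0.05 without IL-10-Fc replicate 2 or 3, 0.12 without BF10 replicate 2 and 0.03 without BF10 replicate 3, and it was -0.16 without IL-10-Fc replicate 1 and -0.19 without BF10 replicate 1. In that comparison the neutrophil median was 0.26 without IL-10-Fc replicate 1 and 0.04 without BF10 replicate 1, and it was -0.61 and -0.59 without IL-10-Fc replicates 2 and 3. camera tests a list against the other genes, whose median was 0.34 there, and its direction stayed lower for both lists in each of these fits, with no call of the inflammatory list without BF10 replicate 2. Without Ctrl-IgG replicate 2, the IL-10-Fc medians against Ctrl-IgG were 0.18 (inflammatory), 0.66 (complement) and 0.42 (macrophages), and the aCSF1R medians were 0.13 (inflammatory) and -0.54 (monocytes). Without Ctrl-IgG replicate 3, the inflammatory median in IL-10-Fc was 0.69 and the neutrophil median in aCSF1R 0.85. Without IL-10-Fc replicate 3, the IL-10-Fc medians were 0.19 (inflammatory) and 0.37 (macrophages). With median-of-ratios size factors the medians of all 26 called lists kept their sign. Those of IL-10-Fc against Ctrl-IgG were then 0.81 (inflammatory) and 1.03 (macrophages), where the median of all genes moved from -0.39 to -0.0035. Those of BF10 against IL-10-Fc were 0.44 (expanded immune), 0.53 (CD8 T cells), -0.46 (inflammatory) and -0.78 (neutrophils), where the median of all genes moved from 0.34 to 0.03. The interferon gamma list was newly called with these factors, as higher in IL-10-Fc than in Ctrl-IgG (0.64, 15 of 20 genes, camera adjusted p 0.0421) and as lower in BF10 than in IL-10-Fc (-0.24, 6 of 20 genes higher, camera adjusted p 0.0269), where its median was 0.17 without the factors.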

Values the study reported

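In the study, tumours were taken after 4 doses, and 33–40 M reads of 75 bp were obtained for each of the sequenced samples. The thresholds it set for calling genes were 0.05 for the FDR and 50% for the change.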

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

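The fits with the log2 FPKM sum as a covariate and without genes of chromosomes X and Y, and the signature with H2-Ea and H2-T23, were chosen only after the results were seen. No paired analysis was possible because the replicate numbers only name the libraries.

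Among genes with a mean of at least 5 FPKM, where fewer genes were tested, the calls were 2135 (BF10 against Ctrl-IgG), 3450 (IL-10-Fc against Ctrl-IgG), 0 (BF10 against IL-10-Fc, 463 at an unadjusted p under 0.05), 2121 (BF10 against aCSF1R) and 0 (departure from the sum, 215 at an unadjusted p under 0.05). With the FPKM sum as a covariate they were 6901 for BF10 against Ctrl-IgG and 6740 for BF10 against aCSF1R. The fit of the compared groups only, with fewer samples, called 2734 genes for IL-10-Fc against Ctrl-IgG and 0 for BF10 against IL-10-Fc (286 at an unadjusted p under 0.05). It is identical to the reported fit for the departure from the sum. An unadjusted p with the study's fold limits gave 262 genes for aCSF1R against Ctrl-IgG, 649 for BF10 against IL-10-Fc and 374 for the departure. The authors' deposited table gave 90 for aCSF1R against Ctrl-IgG and 63 for BF10 against IL-10-Fc. TPM gave 1 gene and median-of-ratios size factors 4 for BF10 against IL-10-Fc. For the departure, the pseudocount of 0.1 gave 0 genes (396 at an unadjusted p under 0.05), and all genes above 0 and median-of-ratios size factors gave 2 each. Apart from the smaller numbers of genes and samples tested, the cause was not tested. The other alternatives moved no count of called genes by over 1.5 times, leaving out libraries aside. The tests planned for raw counts were not run.

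Across the 12 fits that each left out one library, the calls ranged from 2603 to 4938 for BF10 against Ctrl-IgG (lowest without BF10 replicate 2), 3565 to 8042 for IL-10-Fc against Ctrl-IgG (highest without IL-10-Fc replicate 3), 0 to 0 for aCSF1R against Ctrl-IgG (437 at an unadjusted p under 0.05 with all libraries), 1 to 115 for BF10 against IL-10-Fc and 1 to 28 for the departure (both highest without BF10 replicate 1), and 2494 to 5074 for BF10 against aCSF1R (lowest without aCSF1R replicate 1).

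The test of the score over 4 groups passed 0.05 in all alternatives except median-of-ratios size factors (exact permutation p = 0.2221), and ranged from 0.002143 to 0.01084 when one library was left out. BF10 minus Ctrl-IgG was 0.6601 with z-scores, 0.6459 with a pseudocount of 0.1, 0.129 without Cxcl13, 0.2162 without Ciita and 0.6173 without Cxcl10. With median-of-ratios size factors, IL-10-Fc minus Ctrl-IgG was -0.01322, BF10 minus IL-10-Fc 0.4203, aCSF1R minus Ctrl-IgG 0.1412 and BF10 minus aCSF1R 0.2659. IL-10-Fc minus Ctrl-IgG was -0.2701 with z-scores, -0.1742 without Cxcl10 and -0.2441 without Gzmb. BF10 minus aCSF1R reversed without Ciita (-0.02754), Cxcl13 (-0.129) or BF10 replicate 3 (-0.01562), and was 0.3483 without Cxcl10, 0.3147 with z-scores and 0.3287 with a pseudocount of 0.1. This difference was 0.3086 without Gzmb, 0.2681 without Ccl5, 0.196 without Nkg7 and 0.1903 without Ido1. It was 0.05686 without Cd3e, 0.06457 without Tagap, 0.0658 without Cd2 and 0.07264 without Cxcr6. With H2-Ea and H2-T23, BF10 minus Ctrl-IgG was 0.9906, BF10 minus aCSF1R 0.7485, and IL-10-Fc minus Ctrl-IgG reversed to 0.2875. Of these 2 genes, H2-Ea was near 0 in all Ctrl-IgG and aCSF1R libraries and high in all others. Leaving out one library gave 0.2385 to 0.4538 for BF10 minus Ctrl-IgG, -0.5525 to -0.291 for IL-10-Fc minus Ctrl-IgG, 0.1793 to 0.354 for aCSF1R minus Ctrl-IgG, 0.6464 to 0.9315 for BF10 minus IL-10-Fc and -0.01562 to 0.1997 for BF10 minus aCSF1R. Otherwise the cause was not tested.

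The estimated correlation called 0 lists in each of the 5 comparisons, and fry called 3 for IL-10-Fc against Ctrl-IgG, 2 for aCSF1R against Ctrl-IgG and 3 for BF10 against IL-10-Fc. Leaving out one library gave 5 to 7, 5 to 6, 3 to 7 (lowest without aCSF1R replicate 3), 4 to 7 and 5 to 6 lists in the order BF10, IL-10-Fc and aCSF1R against Ctrl-IgG, BF10 against IL-10-Fc and BF10 against aCSF1R. For single genes and lists, 1711 gene values kept their call and 77 lost it, 423 list values kept their call and 45 lost it, and 0 reversed. Among the fits that left out a library, the one without IL-10-Fc replicate 3 lost the most list calls, 4 of 26. Without aCSF1R replicate 3, 2 were lost.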

Other observations

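Apart from the counts of other splits, the trends with length and GC content, and the calls without BF10 replicate 3, the tests in this part were chosen only after the result was seen.

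The IL-10-Fc and BF10 libraries stood apart from the Ctrl-IgG and aCSF1R libraries. All 5 of the sex-linked genes examined (Xist, Ddx3y, Uty, Kdm5d and Eif2s3y) separated the 6 libraries of one side from the 6 of the other, which argues against a response to IL-10 as the whole cause. Sex cannot be told apart from the sides: 94.3% of the genes called between BF10 and Ctrl-IgG were called again without genes of X and Y, and 95.3% for IL-10-Fc, but this removal keeps 15250 of the 15813 tested genes, and an effect of sex on genes of other chromosomes was not tested. Shared library quality is argued against by pairs of libraries with similar FPKM sums, whose highest correlation across the sides was 0.876 and whose lowest within a side was 0.947. Values that another H2 haplotype needs are there: H2-Ea was at most 0.27 FPKM in the Ctrl-IgG and aCSF1R libraries, although H2-Aa was at least 104 FPKM and H2-Ab1 at least 27.8 FPKM. C57BL/6 mice carry a deletion that silences H2-Ea, so the libraries in which it was high may come from mice or tumour cells of another strain. Another tumour cell population also stays open, since 24 genes were under 0.1 FPKM in all libraries of one side and over 2 FPKM in all of the other, against 0 in each of the other ways to pair the 4 groups. The study also treated a breast tumour model in BALB/c mice, and a hypothesis is that libraries of different models or batches of mice entered one table. This was not tested, as no other libraries were analysed here. Treatment is confounded with the sides, so a treatment effect on top of it cannot be excluded or measured in these comparisons. The descriptive lists moved in the same comparison as follows (median log2 change, BF10 against Ctrl-IgG): fibroblast 3.10, adipocyte 2.41, erythrocyte 0.95, endothelial 0.78, proliferation -0.21, salivary gland -0.54 (1 gene tested), keratinocyte -1.01, skeletal muscle -1.86 and granzyme cluster -2.68. Of these, the keratinocyte value rests on Ctrl-IgG replicate 3: it was 0.36 without that library and -2.15 and -2.17 without Ctrl-IgG replicates 1 and 2. Without Ctrl-IgG replicate 3 the skeletal muscle value was -0.34 and that of proliferation -0.34. Without BF10 replicate 1 the values of erythrocyte and proliferation genes were 0.57 and -0.13, without BF10 replicate 2 that of salivary gland was -0.35, and without BF10 replicate 3 that of proliferation was -0.14.

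BF10 replicate 3 held transcripts of the other side. Over 37 genes low in the other IL-10-Fc and BF10 libraries, its median was 16.1% of the mean Ctrl-IgG and aCSF1R level (quartiles 12.8% and 17.4%, 35 of 37 above 2%), which is consistent with RNA of the other kind mixed into the library. Each other library was measured over its own set of genes low in the rest of its side, so these medians come from different genes. The next highest median was 2.62% in BF10 replicate 1 (quartiles 1.40% and 3.74%), over a larger set. The other 4 libraries of this side had medians from 0 to 0.125%, each over its own set. Index misassignment at the rate of the other libraries is argued against for replicate 3 only as far as medians over different genes can be compared. A higher rate in this library stays open. BF10 replicate 1 also held transcripts of the other side, at a lower level, with 64 genes of its own set above 2% and with Rhox5 at 20.6 FPKM. A mixture in that library too stays open. A response to BF10 is argued against by the Y-linked genes, of which 4 of 4 were over 5 times higher than in BF10 replicates 1 and 2. Eif2s3y was 3.29 FPKM against 0.05 and 0. The mixture could raise any gene that is higher in Ctrl-IgG and aCSF1R. Without this library 1 gene was called between BF10 and IL-10-Fc in place of 2, which does not decide how far it contributes, as so few genes were called. Of the 61 genes higher in BF10 in the authors' deposited table, 33 were higher in Ctrl-IgG than in IL-10-Fc here, and 28 of the 61 were highest in BF10 replicate 3 among the BF10 libraries. The median log2 change of IL-10-Fc against Ctrl-IgG over all tested genes was -0.39, so most genes were higher in Ctrl-IgG too. These counts were not tested against other genes and do not decide whether the mixture contributed.

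Ctrl-IgG replicate 2, IL-10-Fc replicates 1 and 2 and BF10 replicate 1 had higher FPKM sums. Mitochondrial transcripts as the whole cause are argued against, since the lowest of their sums without mitochondrial genes was 760142 and the highest of the other 8 libraries 680213. A trend with GC content is consistent with the values: Spearman's rho across genes between GC content and the log2 ratio to the other libraries of the group was -0.403 to -0.620 in these 4, and -0.261 to 0.295 in the 7 other libraries. IL-10-Fc replicate 3 had no reference, and Ctrl-IgG replicates 1 and 3 and BF10 replicates 2 and 3 were the reference of each other. Such a trend may reflect RNA quality or library preparation. For transcript length the rho was -0.102 in Ctrl-IgG replicate 2, -0.275 and -0.225 in IL-10-Fc replicates 1 and 2 and -0.235 in BF10 replicate 1, against -0.218 to 0.218 in the 7 other libraries. Of the 4 values, 3 lie just below that range and 1 inside it, so a length trend in all 4 libraries cannot be told apart from the spread of the others. No biological explanation was tested.

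The keratinocyte list had a mean log2(FPKM + 1) of at least 5.71 in Ctrl-IgG replicate 3 and aCSF1R replicates 1 and 2 and at most 0.609 in the other 3 Ctrl-IgG and aCSF1R libraries. The skeletal muscle list was at least 5.07 in the same 3 libraries and at most 2.69 in the other 3. Normal oral tissue in the sample is a candidate source, with its abundant transcripts Krt14 at 164 to 431 FPKM and Acta1 at 215 to 313 FPKM in the 3 libraries and at most 0.17 and 28.6 FPKM in the other 3. Oral squamous tumours can express the keratinocyte genes themselves, and a difference between the tumours stays open. This variation within groups crosses the treatment labels.

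Other splits of the same samples were fitted for each count of called genes. For BF10 against Ctrl-IgG and for BF10 against aCSF1R, 1 of the 10 splits of the 6 libraries gave as many genes. For IL-10-Fc against Ctrl-IgG it was 2 of 10, the other split calling 5578 genes with Ctrl-IgG replicate 2 and IL-10-Fc replicates 1 and 2, the libraries of high FPKM sum, on one side. With the FPKM sum as a covariate the labelled groups gave 7144 genes. For aCSF1R against Ctrl-IgG, 0 genes were called (437 at an unadjusted p under 0.05). Any split gives at least 0 genes, so the 10 of 10 found there cannot tell the labelled groups from other splits. The highest count was 392 genes, with Ctrl-IgG replicates 1 and 2 and aCSF1R replicate 3 on one side. These libraries were low in the keratinocyte and skeletal muscle lists, and those of the other side were high. For BF10 against IL-10-Fc, 4 of 10 splits gave as many genes. The highest count was 8982, with IL-10-Fc replicates 1 and 2 and BF10 replicate 1 on one side, again those of high FPKM sum. With that covariate the labelled groups gave 2 genes. A design of 3 against 3 cannot give a share under 0.1. For the departure from the sum, 14 of 100 drawn splits gave as many genes, and 61 of 100 when labels were exchanged only within a side.

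Assigned fragments were estimated here at 16600000 to 24800000 per library. That is lower than the number of reads quoted from the study above. The estimate counts fragments assigned to genes and rests on a weak fit (mean cosine 0.181), and whether both numbers count the same unit was not stated.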
